# IL-31-Driven Skin Remodeling Involves Epidermal Cell Proliferation and Thickening That Lead to Impaired Skin-Barrier Function

**DOI:** 10.1371/journal.pone.0161877

**Published:** 2016-08-24

**Authors:** Brijendra Singh, Anil G. Jegga, Kumar S. Shanmukhappa, Ramakrishna Edukulla, Gurjit H. Khurana, Mario Medvedovic, Stacey R. Dillon, Satish K. Madala

## Abstract

Interleukin-31 (IL-31) is a type 2 helper T-cell-derived cytokine that has recently been shown to cause severe inflammation and tissue remodeling in multiple chronic diseases of the skin and lungs. IL-31 is upregulated in allergic and inflammatory diseases, including atopic dermatitis, asthma, cutaneous T-cell lymphomas, and allergic rhinitis, as well as autoimmune diseases such as systemic erythematosus. Overexpression of IL-31 in T cells causes severe inflammation, with histological features similar to skin lesions of patients with atopic dermatitis. However, the molecular mechanisms involved in IL31-driven pathological remodeling in skin diseases remain largely unknown. Here, we studied the role of IL-31 in skin damage as a result of intradermal administration of recombinant IL-31 into mice. Notably, IL-31 was sufficient to increase epidermal basal-cell proliferation and thickening of the epidermal skin layer. Our findings demonstrate a progressive increase in transepidermal water loss with chronic administration of IL-31 into the skin. Further, analysis of the skin transcriptome indicates a significant increase in the transcripts involved in epidermal-cell proliferation, epidermal thickening, and mechanical integrity. In summary, our findings demonstrate an important role for IL-31 signaling in epidermal cell proliferation and thickening that together may lead to impaired skin-barrier function in pathological remodeling of the skin.

## Introduction

Interleukin-31 (IL-31) is a recently identified T-cell-derived cytokine that is primarily produced by CD4+ T cells polarized toward a Th2 cytokine profile [1]. IL-31 is closely related to the IL-6 family of cytokines and signals through heterodimeric receptors consisting of IL-31 receptor alpha (IL-31RA) and oncostatin M receptor (OSMR) that are expressed constitutively by multiple stromal cells, including epithelial cells and keratinocytes [2], as well as a unique subset of itch-sensitive neurons [3, 4]. Binding of IL-31 to its receptors activates several signaling pathways, including those of Janus kinase-signal transducer and activator of transcriptions or JAK-STAT, mitogen-activated protein kinase, and phosphoinositide-3-kinase or PI3K [5]. IL-31-driven signaling has been shown to regulate a wide range of biological functions, including itch, induction of proinflammatory cytokines, regulation of cell proliferation, and tissue remodeling [3, 6, 7]. Previous studies have shown that IL-31 induces pruritus and severe dermatitis, and also regulates other allergic diseases that are characterized by these skin disorders [1, 8, 9]. Overexpression or administration of recombinant mouse IL-31 (rIL-31) in mice triggered a skin phenotype that in many ways resembled atopic dermatitis (AD) [1]. Moreover, the neutralization of IL-31 signaling has been shown to ameliorate scratching behavior in mouse models of AD [10, 11].

Sustained inflammation and itch are a critical driving force in the initiation and loss of skin-barrier function in AD [12]. The barrier function of the skin is mainly formed by stratum corneum, composed of protein-enriched cells called corneocytes. Impaired barrier function during AD and various other skin diseases results in an increase of water loss from the skin [13, 14]. Transepidermal water loss (TEWL) is a reliable biophysical method that measures the quantity of water that passes from the body to the surrounding atmosphere through the epidermal layer. The existence of the skin barrier is mainly formed by epidermal proliferation and differentiation that begins in the basal layer of the epidermis, which is the deepest layer consisting primarily of proliferating keratinocytes [14]. These cells divide and migrate superficially as they mature. Keratin 14 (K14) is the one of the important proteins expressed by basal dividing keratinocytes of the epidermis [15]. Accumulating evidence indicates that skin damage in AD is associated with T-cell activation, and Th2 T-cell-derived IL-31 appears to be a new link between itchy skin and atopic skin inflammation [1]. A recent study has shown that IL-31RA is expressed in murine neuronal tissue and plays an important role in itch [3]. In support of this, cutaneous injections of IL-31 evoked intense itch and its concentration increased significantly in murine atopic-like dermatitis skin [3]. Moreover, in humans, IL-31 challenge can induce late itch responses and skin erythema [16]. However, the function of IL-31, if any, in skin damage that includes excessive proliferation of epidermal keratinocytes and associated epidermal water loss is largely unknown.

In this study, we found that administration of rIL-31 into the dermis of mouse skin contributes to changes in epidermal morphology and differentiation and skin-barrier disruption. To understand the role of IL-31 in the pathological remodeling of skin, we profiled transcriptional changes that contributed to abrupt proliferation and remodeling in the skin. The data revealed elevated levels for mediators of inflammation, proliferation, barrier function, and extracellular matrix production during IL-31-driven skin damage. Thus, we have identified IL-31 as a critical mediator of pathogenic transcriptional changes and barrier loss in the skin.

## Materials and Methods

### Mice

C57BL/6 mice (Jackson Laboratories, Bar Harbor, ME) at 8–14 weeks of age were used for all of the experiments. Mice were housed in the Cincinnati Children’s Hospital Medical Center (CCHMC) animal facility, which is approved by the American Association for the Accreditation of Laboratory Animal Care. All mice were maintained under aseptic conditions and received sterile food and water. Mice were euthanized by intraperitoneal injection of 200 mg/kg-body weight pentobarbital. Experiments were performed following the Institutional Animal Care and Use Committee (IACUC) regulations, and this study was approved by the CCHMC IACUC.

### IL-31 treatment

Purified rIL-31 protein (20μg/day) (ZymoGenetics, Seattle, WA) was administered to female C57BL/6 mice in 50μl of saline solution via intradermal injection in the center of the shaved back (within a 50-mm radius) daily for 14 days. These doses were selected based upon previous studies [1]. Control mice were given equivalent volumes of saline. TEWL was measured on Days 7 and 14 after rIL-31 administration. After measurement of TEWL, mice were euthanized following standard procedures and skin sections were collected for further analysis.

### Measurement of TEWL

TEWL was measured using the Dermalab instrument DermaLab USB module (Cortex Technology, Hadsund, Denmark), as previously described [17]. TEWL was assessed at Days 7 and 14 on the back of the mice, over the surface where the rIL-31 was injected, and an average of the two readings was used for each mouse.

### Histology

Skin tissues from saline- and rIL-31-treated mice were collected, submerged in 10% neutral-buffered formalin, and embedded in paraffin. Formalin-fixed paraffin-embedded blocks were sliced at 5μm thickness and subjected to hematoxylin/eosin staining. All images were captured using a Leica DM2700 M bright-field microscope (Leica Microsystems, Buffalo Grove, IL), and epidermal thickness was measured using the measured-distance function of MetaMorph imaging software (v6.2; Molecular Devices, Sunnyvale, CA). Quantitative analyses were determined at 10 randomly selected sites from each skin section as the average of the 30 measurements for three sections from each mouse and a total of four mice per group.

### Immunohistochemistry

Formalin-fixed skin sections from saline- and rIL-31-treated mice were prepared and stained with anti-Ki67 antibody (Clone 30–9, Ventana, Tucson, AZ, USA) as detailed in our previous study [18]. The co-immunostained images were captured using a Leica DM2700 M bright-field microscope (Leica Microsystems).

### RNA preparation, whole-transcriptome Shotgun Sequencing (RNA-Seq), and real-time PCR

Total RNA was extracted from skin homogenates using the RNeasy Mini Kit (Qiagen Sciences, Valencia, CA), as described previously [19]. From each experimental group, three skin tissue samples were sequenced using an Illumina HiSeq-1000 Sequencer (Illumina, San Diego, CA), as described previously [20]. To identify differentially expressed genes between the skin of saline- and rIL-31-treated mice at Day 14, we performed statistical analysis using the DESeq Bioconductor package [21], which uses a statistical model based on negative binomial distribution of the read counts. Statistically significant genes were selected based on a *P* value cut-off of 0.05; FDR<0.1 and greater than two-fold changes, resulting in 1,016 genes in total. We performed hierarchical clustering for genes on the log-transformed read counts normalized for different lengths of gene-coding regions (RPKM values) for the saline or rIL-31 groups, and a heat map was generated [22]. The ToppFun application of the ToppGene Suite [23] was utilized to identify the most highly enriched biological processes of the IL-31 gene network. Complete RNA-Seq data are available at a gene-expression omnibus or GEO database (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE79403; GEO Accession Number: GSE79403).

For real-time PCR, extracted RNA was converted to cDNA and gene-transcript levels were measured using the CFX384 Touch Real-Time PCR detection system (Bio-Rad, Hercules, CA). Relative gene expression was quantified using SYBR green PCR Master Mix (Applied Biosystems), and gene expression was normalized to hypoxanthine-guanine phosphoribosyltransferase or HPRT. The data were analyzed with StepOnePlusTM software 2.1 (Applied Biosystems), as described by the manufacturer. The mouse primers sequences used in this study are provided in Table 1.

**Table 1:** Mouse primers used.

Primers	Forward (5'-3')	Reverse (5'-3')
*Hprt*	GCCCTTGACTATAATGAGTACTTCAGG	TTCAACTTGCGCTCATCTTAGG
*Saa1*	CCAGGATGAAGCTACTCACCA	TAGGCTCGCCACATGTCC
*S100A8*	TCCTTGCGATGGTGATAAAA	GGCCAGAAGCTCTGCTACTC
*S100A9*	GACACCCTGACACCCTGAG	TGAGGGCTTCATTTCTCTTCTC
*Jup*	ACACCATTCCCCTGTTTGTC	CCACACGCTGGATGTTCTC
*Krt1*	TTTGCCTCCTTCATCGACA	GTTTTGGGTCCGGGTTGT
*Il6*	TCCAGTTGCCTTCTTGGGAC	GTGTAATTAAGCCTCCGACTTG
*Il1β*	TGTAATGAAAGACGGCACACC	TCTTCTTTGGGTATTGCTTGG
*Egr1*	CCTATGAGCACCTGACCACA	TCGTTTGGCTGGGATAACTC
*Fn1*	CGGAGAGAGTGCCCCTACTA	CGATATTGGTGAATCGCAGA
*Mmp2*	GGTGCTCCACCACATACAACT	CCCATGGTAAACAAGGCTTC
*Mmp10*	GAGTCTGGCTCATGCCTACC	TGCAACCAGGAATAAGTTGGT
*Trpv1*	CGAGGATGGGAAGAATAACTC	GGATGATGAAGACAGCCTTGA
*Trpv2*	CCAGCCATTCCCTCATCAAAA	AAGTACCACAGCTGGCCCAGTA
*Trpv4*	TCACCTTCGTGCTCCTGTTG	AGATGTGCTTGCTCTCCTTG
*Trpv6*	ATCCGCCGCTATGCACA	AGTTTTTCTCCTGAATCTTTTTCCA
*Trpc3*	GCCAAGCGACGGAGGAATTA	CAGCACACTGGGGTTCAGTT
*Trpc6*	GCTACTACCCCAGCTTCCGGGG	TGGATGGTTGAGGATTGCCTCCACA

*Hprt*, hypoxanthine-guanine phosphoribosyltransferase; *Saa1*, serum amyloid A1; *S100A8*, S100 calcium-binding protein A8; *S100A9*, S100 calcium-binding protein A9; *Jup*, junction plakoglobin; *Krt1*, keratin 1; *Il6*, interleukin 6; *Il1β*, interleukin 1 beta; *Egr1*, early growth response protein 1; *Fn1*, fibronectin 1; *Mmp2*, matrix metallopeptidase 2; *Mmp10*, matrix metallopeptidase 10; *Trpv1*, *2*, *4*, *6*, transient receptor potential cation channel Subfamily V Members 1, 2, 4, 6; *Trpc3*, *6*, transient receptor potential cation channel Subfamily C Members 3, 6

### Statistics

The data were represented as mean ± SEM. Student’s *t*-test was used to compare between two experimental groups. One-way ANOVA with Tukey’s Multiple Comparison test was used to compare different experimental groups. All data were analyzed using GraphPad Prism (version 6; GraphPad, La Jolla, CA), and a *P* value less than 0.05 was considered statistically significant.

## Results

### Role of IL-31 in epidermal thickness and TEWL

To study the role of IL-31 in skin damage, IL-31 was administered to C57BL/6 mice via intradermal injections to mimic IL-31 localized in the dermal skin lesions of AD [9, 24–26]. The effect of IL-31 on the epidermal and dermal thickness was assessed by morphometric analysis of hematoxylin/eosin-stained skin sections. Epidermal thickening was significantly increased with IL-31 compared to saline treatment (Fig 1A and 1B). However, administration of rIL-31 had a limited effect on the IL-31-induced increase in dermal thickness (S1 Fig). These data strongly support the role of IL-31 in promotion to induce the pathogenesis of skin damage and epidermal thickness.

**Fig 1:**
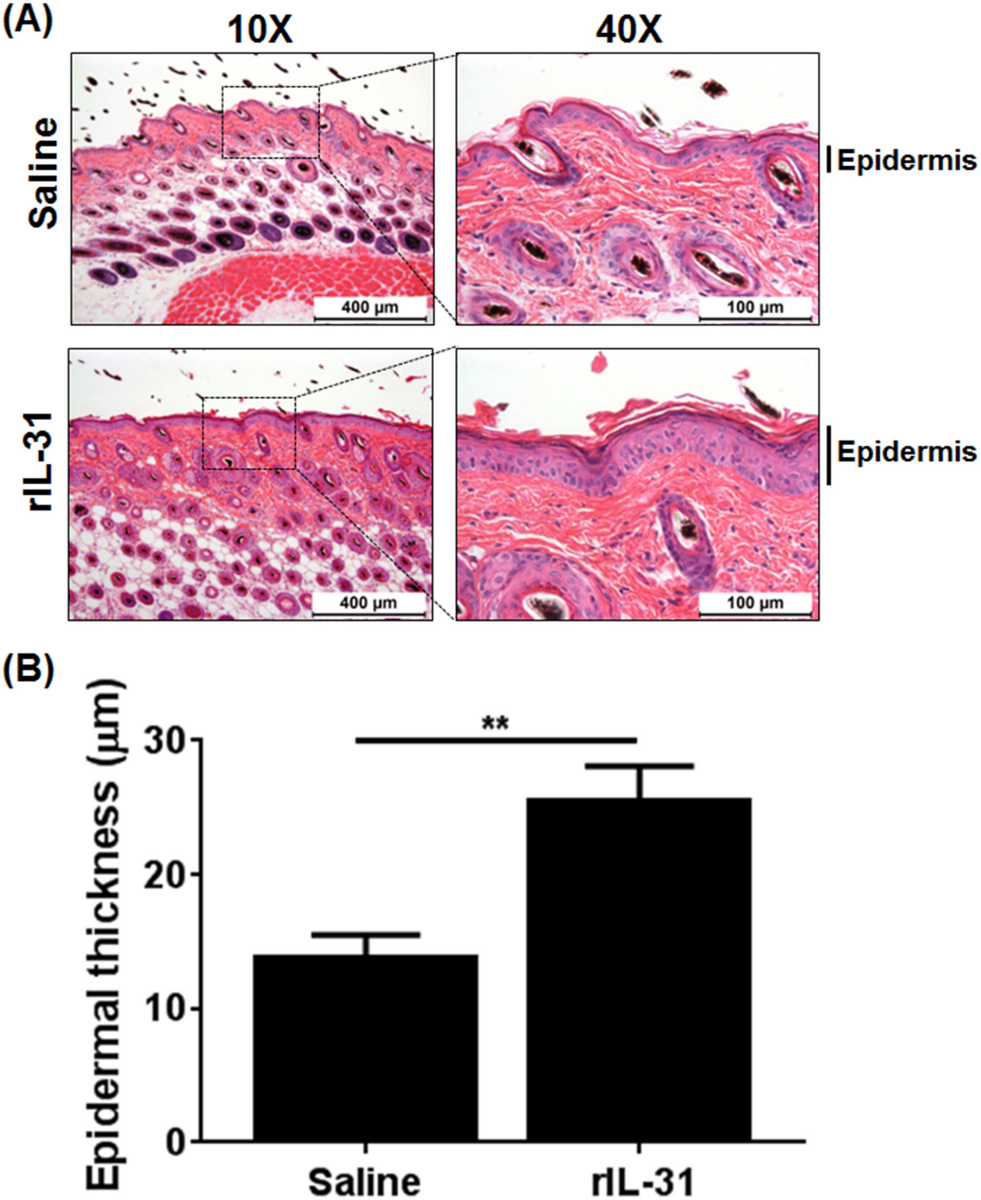
Intradermal administration of IL-31 results in an enhanced epidermal thickness. (**A**) C57BL/6 mice were injected intradermally with saline and rIL-31 (20μg) daily for 14 days and a portion of dorsal skin was excised and processed for thin-sectioning. Haematoxylin/eosin staining was performed to analyze epidermal thickness. (**B**) Quantification of the epidermal thickness was performed using MetaMorph Image analysis software v6.2. Data are cumulative of three independent experiments, with 8–13 total numbers of mice in each group, and represented as mean ± SEM. Unpaired Student’s *t*-test was used to measure significant differences between the groups; **, *P*<0.01.

Disruption of the skin epidermal barrier and an increase in TEWL is a characteristic feature of AD patients [12, 14]. The role of IL-31 in altering skin-barrier function as indicated by TEWL has remained unknown [27]. Therefore, we sought to evaluate the effect of rIL-31 on barrier functions of the skin. We measured TEWL at Days 7 and 14 in mice treated with either saline or rIL-31. TEWL was significantly increased in rIL-31-treated mice as compared to saline-treated mice on Days 7 and 14 (Fig 2), which suggests that IL-31 contributes to disruption of the skin barrier.

**Fig 2:**
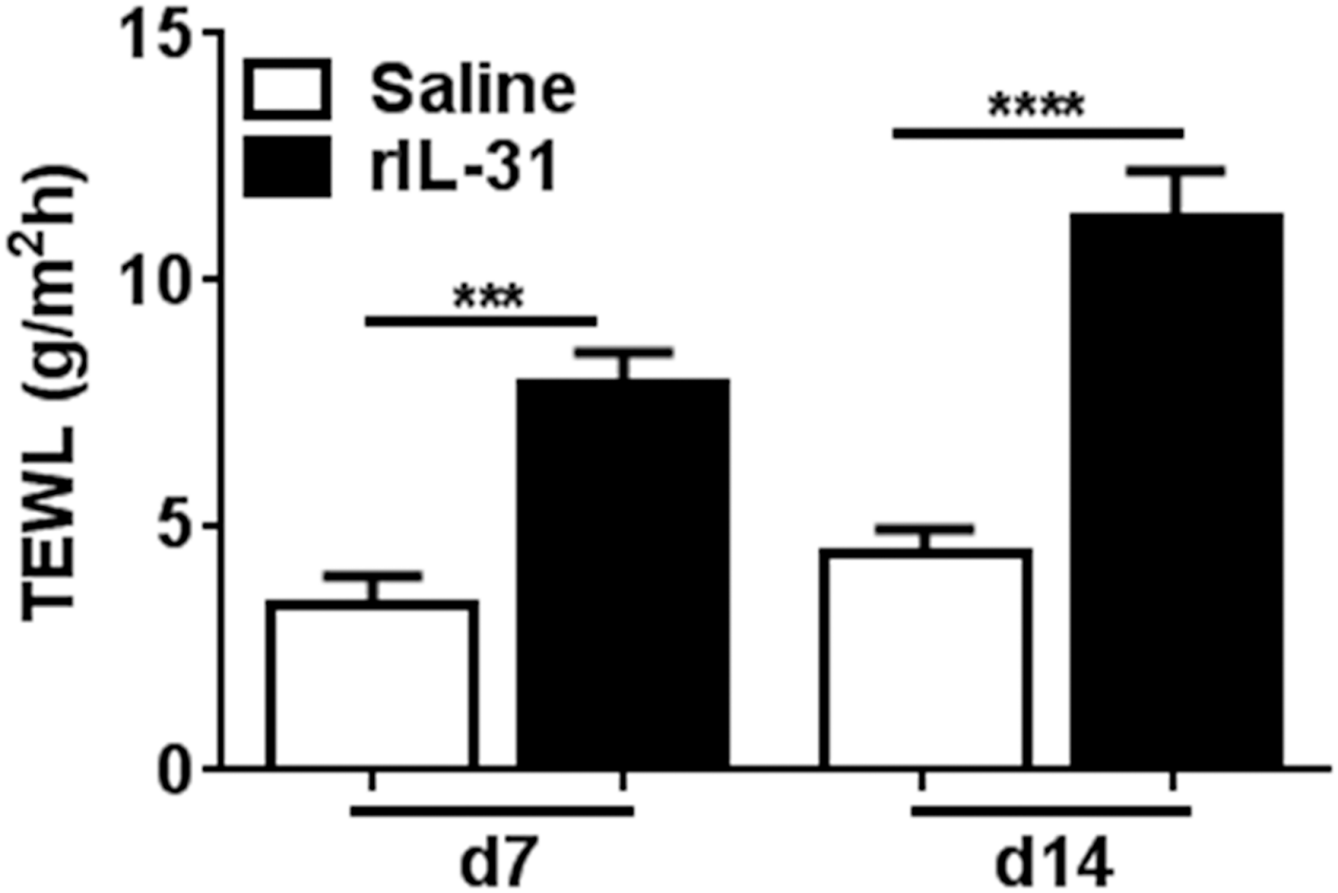
IL-31 increases trans-epidermal water loss (TEWL) in skin. Level of TEWL at Days 7 and 14 on dorsal skin was measured. Data are cumulative of three independent experiments with 8–13 total mice in each group and represented as mean ± SEM. Unpaired Student’s *t*-test was used to measure significant differences between the groups: ***, *P*<0.001; ****, *P*<0.0001.

### IL-31 increases the proliferation of basal cells in epidermal thickening

Epidermal differentiation is a complex process by which keratinocytes develop from a proliferative cell type in the epidermis. To understand the role of IL-31 in proliferation and differentiation, we performed immunostainings using anti-Ki67 antibody on saline- and rIL-31-treated skin to visualize the proliferative cells in the epidermis. A significantly increased number of Ki67+ cells were observed in the epidermis of IL-31-treated skin compared to skin treated with saline and were predominantly localized in the basal layer of the epidermis (Fig 3A and 3B). These data suggest that IL-31 induced the proliferation and differentiation of basal cells during progressive skin damage.

**Fig 3:**
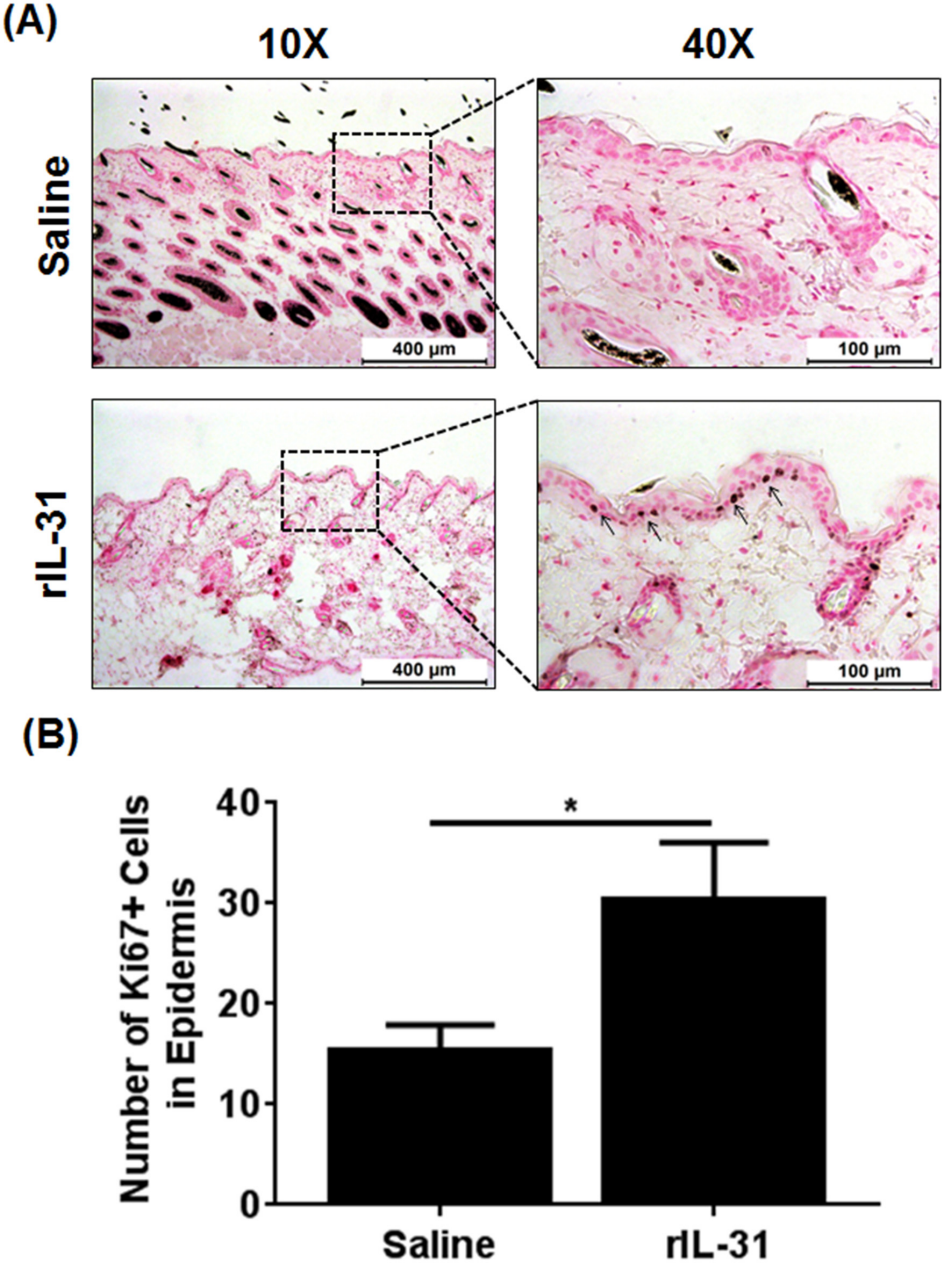
IL-31 increases epidermal cell proliferation in skin. C57BL/6 mice were injected intradermally with saline or rIL-31 (20μg) daily for 14 days. A portion of dorsal skin was excised and processed for thin-sectioning and immunohistochemistry. (**A**) Skin sections from saline- and IL-31-treated mice were immunostained using Ki67 antibody. (**B**) The number of Ki67+ cells in saline- and rIL-31-treated skin were determined using MetaMorph Image analysis software and represented as mean ± SEM. Unpaired Student’s *t*-test was used to measure significant differences between the groups; *, *P*<0.05.

### IL-31-dependent signaling pathways

To identify differentially expressed genes regulated by IL-31, we performed total-skin transcriptome analysis with RNA isolated from saline- and rIL-31-treated mice. 

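Dorsal skin was collected at Day 14 from mice given daily intradermal injections of 50 μl of saline, or of saline carrying 20 μg of recombinant IL-31 (rIL-31). RNA from 3 skin samples of each group was sequenced, and the authors deposited 1 table of read counts per gene for the 6 libraries. Whole skin is a mixture of keratinocytes, fibroblasts, hair follicles, immune cells, vessels and some muscle, so a count is an average over these. The submitters' processing notes name CASAVA version 1.8, TopHat, DESeq and the mouse genome mm10; the counting program, and whether it used strand, are not given in the sources used here. The counts summed to 23963685, 23058734 and 21710679 in the saline libraries and to 23122953, 24202064 and 25552684 in the rIL-31 libraries. The table lists 24061 genes by Entrez number, and names and positions were taken from the RefSeq annotation of GRCm38.p6, the assembly behind mm10. Genes with too few counts were removed with edgeR's filterByExpr, which left 16371, and the libraries were scaled by the trimmed mean of M values (TMM) and their levels given as normalized counts per unit of depth (CPM). Each gene was tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment (FDR). Differentially expressed genes were called at the paper's thresholds, and a single gene is said to have risen or fallen where its FDR was below 0.1.
The sources number the samples but do not say that each came from a separate mouse, so the p-values measure the spread between these samples. The saline libraries lay closer to each other than the rIL-31 libraries did, and the first principal component held 39.4% of the variance. One gene number with no name in the annotation took 4.02%, 4.38% and 5.33% of the counts in the saline libraries and 0.167%, 2.14% and 1.84% in the rIL-31 libraries. Lars2, a mitochondrial leucyl-tRNA synthetase gene, took 0.87%, 0.752% and 0.832% in saline and 0.046%, 0.42% and 0.268% in rIL-31 libraries. The microRNA gene Mir6236 moved the same way, with 0.01965%, 0.02757% and 0.0205% in saline and 0.001258%, 0.008272% and 0.003158% in rIL-31 libraries. Its log2 fold change was -2.42 (standard error 0.51), among the 10 largest falls. The cause of these differences was not tested, and a difference in preparation between the groups cannot be told apart from the treatment. Across genes, the level relative to the mean of all libraries had a Spearman rank correlation with GC content of 0.472 and 0.344 in rIL-31 replicates 1 and 2, but of -0.279 in rIL-31 replicate 3 and of -0.151, -0.282 and -0.312 in the saline replicates. Because of this trend, counts are also given after a correction for GC content and transcript length that was added after the data were seen. The offsets of that correction left out the depth of each library. Since the rIL-31 libraries held more counts (median 24202064 against 23058734), all log2 fold changes after the correction are shifted upwards.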

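The genes that rose most in rIL-31-treated skin included Cxcl5, Rnase2a, Saa3 and Car4. Cxcl5, which encodes a neutrophil-attracting chemokine, went from 0.924 ± 0.476 (SD, n = 3) to 38 ± 6.47 (SD, n = 3) TMM-normalized CPM, a log2 fold change of 5.34 (standard error 0.29). Rnase2a, a gene of the eosinophil-associated ribonuclease family, rose by a log2 fold change of 5.00 (standard error 0.56), and by 5.87 without saline replicate 2. Saa3, an acute-phase serum amyloid gene, rose by 3.62 (standard error 0.26), and Car4, a membrane-bound carbonic anhydrase gene, by 3.65 (standard error 0.41). The falls with the largest log2 fold changes included the non-coding A630019I02Rik at -4.77 (standard error 0.25), Nrg1, which encodes the growth factor neuregulin 1, at -2.62 (standard error 0.26), and the cadherin gene Cdh6 at -2.43 (standard error 0.30). Zbed6 was at -2.45 (standard error 0.19), but it lies inside Zc3h11a on chromosome 1, from 133655879 to 133660885, so reads of the pair may not be separable. Each of these genes had an FDR of at most 0.00124 in edgeR's quasi-likelihood test.
Of the 8 genes labelled in Cluster 1 of Fig 4A, 6 rose, or 7 after correction for GC content and length. They included Retnla, a marker of alternatively activated macrophages, at a log2 fold change of 1.85 (standard error 0.14), the transcription factor gene Egr1 at 1.71 (standard error 0.12) and the stromelysin gene Mmp10 at 1.19 (standard error 0.22). The remaining labels were Fn1, fibronectin, at 0.38 (standard error 0.13, FDR 0.122, and 0.06015 with DESeq2) and Mmp2, a gelatinase, at 0.36 (standard error 0.11, FDR 0.102 in the same test, and 0.0407 with DESeq2). Of the 7 genes labelled in Cluster 2, 6 fell. Mmp12, the macrophage elastase, was at -2.38 (standard error 0.15), the melanocyte channel gene Trpm1 at -1.36 (standard error 0.17), the cytokine signaling suppressor Socs4 at -1.15 (standard error 0.20) and Wnt5a at -0.71 (standard error 0.13). Tlr8, at -0.91, and Cdk12, at -0.45, also fell, while Jup, the desmosomal plakoglobin gene, was higher at 0.42 (standard error 0.10, FDR 0.0435 in the same test). These labels were chosen by the study on the same libraries, so their direction is not independent evidence. Without 1 library, Cdk12 and Jup each missed an FDR of 0.1 in 5 of the 6 fits, with FDRs up to 0.222, in all but that without rIL-31 replicate 3. Tlr8 missed it without saline replicate 1, saline replicate 2 or rIL-31 replicate 1, with FDRs up to 0.119, and Cdk12 also missed it after correction for GC content and length, at -0.27 (FDR 0.27).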

As shown by heat-map analysis, two clusters of differentially expressed genes were observed with rIL-31 treatment compared to saline-treated skin in mice; Cluster 1 and Cluster 2 represent the list of genes upregulated or downregulated, respectively, after IL-31 treatment (Fig 4A). 

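At a p below 0.05, an FDR below 0.1 and a change of more than 2-fold, 188 genes were higher and 114 were lower in rIL-31-treated skin, 302 of the 16371 tested. The genes called higher held 14 of the 39 tested cytokine and chemokine genes, 12 of 31 immediate early genes and 9 of 27 genes of stress keratins and hyperplasia. Melanocyte markers made up 9 of the genes called lower, out of 15 tested. The lists behind these counts were written before the data were examined, but some of their members are genes the study named. These were 7 of the tested cytokine and chemokine genes, 7 immediate early genes, 4 stress keratin and hyperplasia genes and 1 melanocyte marker. With no threshold on the fold, 739 genes were higher and 610 lower at an FDR below 0.1, so most changes were smaller than 2-fold. In 299 of the 302 called genes the libraries of one group lay apart from those of the other. The call itself selects such genes, so this is not separate evidence. Over all tested genes, called or not, the groups lay apart for 25.7%, where 10% is given by chance for 3 libraries against 3.
The correction for GC content and length gave 228 genes higher and 84 lower. It also moved the median log2 fold change of all tested genes from 0.008 to 0.098. The corrected fit did not scale the libraries by depth, which gives such a shift, since the rIL-31 libraries held more counts. Some of the added rises and lost falls may therefore come from the missing depth scaling rather than from GC content or length. Without rIL-31 replicate 3, 270 genes were higher and 277 lower, and the number lower was 70 without saline replicate 2 and 74 without saline replicate 3.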

A total of 1,016 significant gene results were analyzed using the *P* value cut-off of 0.05; FDR<0.1 and greater than two-fold changes. IL-31-regulated gene networks identified by the biological function-enrichment analysis included many of those involved in inflammation, proliferation, cytokine-mediated signaling, and tissue remodeling, as highlighted with their gene symbols in the heat-map analysis (Fig 4B).

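In rIL-31-treated skin, many genes of inflammation and cytokine signaling rose, and mast cell markers rose with them. Of 39 tested cytokine and chemokine genes, 17 rose and 22 did not pass the test (20 rose and 1 fell after correction for GC content and length, and 24 and 1 when adjusted over the list alone). They included Ccl7, a monocyte-attracting chemokine, at a log2 fold change of 1.83 (standard error 0.15) and the B-cell chemokine Cxcl13 at 1.60 (standard error 0.14). Of 14 acute phase and complement genes, 9 rose and 5 did not pass, with 9 also after the correction and when adjusted over the list alone. Cfb, complement factor B, was at 0.84 (standard error 0.11) and Lbp, the lipopolysaccharide-binding protein gene, at 0.77 (standard error 0.10). Hc, a complement gene that is not on the list, fell from 2.29 ± 0.947 to 0.139 ± 0.138 (SD, n = 3 each) CPM. Its log2 fold change was -4.01 (standard error 0.73, FDR 0.011 in edgeR's quasi-likelihood test), and -3.80 after the correction. Of 22 genes of type 2 inflammation and alternatively activated macrophages, 9 rose and 13 did not pass (10 rose and 1 fell after the correction, and 13 and 1 when adjusted over the list alone). Alox15, a lipoxygenase gene, was at 3.17 (standard error 0.26) and the chitinase-like Chil3 at 1.59 (standard error 0.22). Of 35 interferon-stimulated genes, 10 rose, all by less than 2-fold, and 25 did not pass (14 rose after the correction, 15 when adjusted over the list alone). Oasl2 was at 0.94 (standard error 0.12) and the transcription factor gene Irf7 at 0.82 (standard error 0.14).
Of 24 genes of the IL-31 receptor and JAK-STAT signaling, 4 rose, 1 fell and 19 did not pass (7 and 2 when adjusted over the list alone). Of the receptor subunits, Il31ra was at 0.51 (standard error 0.17, FDR 0.132 in edgeR's quasi-likelihood test, and 0.0797 with DESeq2), and at 0.61 (FDR 0.0536) after the correction, while Osmr was at 0.13 (standard error 0.12, FDR 0.611 in the same test). Mast cell and basophil markers rose in 6 of 11 cases and 5 did not pass (7 when adjusted over the list alone). Hdc, the histamine-forming enzyme gene, was at 0.85 (standard error 0.15). The 16 genes labelled under inflammation in Fig 4B all rose, 11 of them by more than 2-fold, as did the 19 labelled under cytokine signaling, 7 of them by more than 2-fold; the study chose both sets on these libraries.
Against all other genes (camera with a preset correlation of 0.01, adjusted over 30 lists), the cytokine, acute phase, type 2, interferon and mast cell lists were higher, with FDRs of 1.77e-26, 1.77e-16, 1.12e-09, 1.01e-07 and 0.000129, and all 5 calls held with an estimated correlation, with the highest adjusted p at 0.0432. In these 5 lists, in the order given, 7, 3, 4, 4 and 2 tested members are genes the study named. The calls are therefore not independent of its choice. The receptor and JAK-STAT list was not called (FDR 0.0675), and was called higher after the correction (FDR 0.0234).

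**Figure D1:**
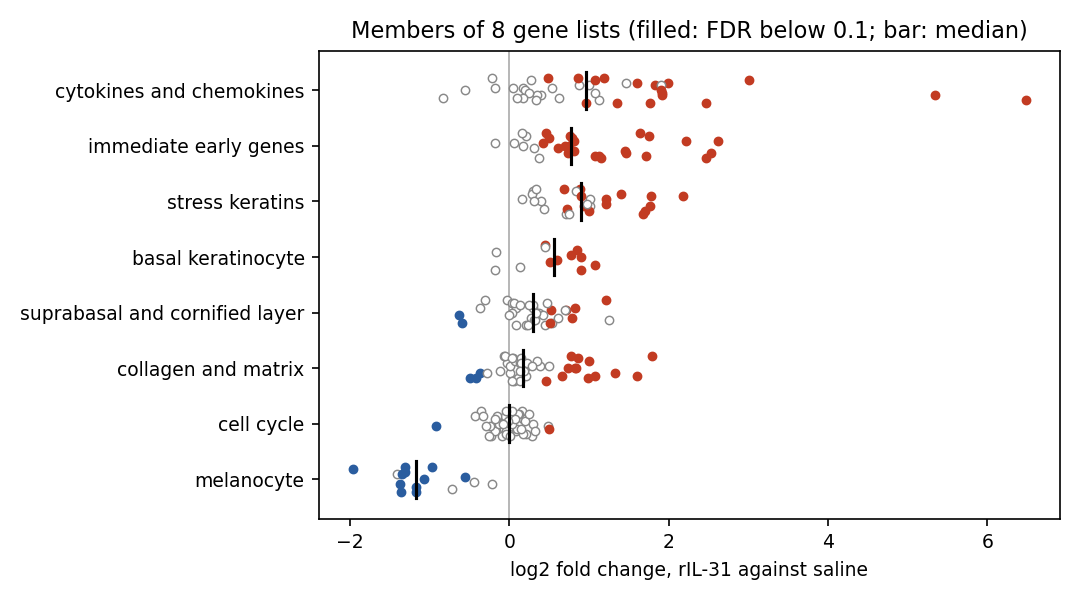
Log2 fold change between rIL-31- and saline-treated skin (horizontal axis) for each tested member of 8 gene lists (rows), 1 point per gene. Filled points had an FDR below 0.1, red above 0 and blue below 0, open points did not, and the black bar is the median of the list, which lies at 0.96 for cytokines and chemokines, 0.78 for immediate early genes and -1.17 for melanocyte markers. The cytokine point farthest to the right is Il20, with 1 count in all saline libraries, so its position is poorly defined.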

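For proliferation, most immediate early genes and many keratinocyte genes rose, while nearly all genes of the cell cycle itself did not pass the test. The 35 genes labelled under cell proliferation in Fig 4B all rose, 17 of them by more than 2-fold, in labels the study chose on these libraries. They included the immediate early transcription factor genes Atf3 at a log2 fold change of 2.22 (standard error 0.11) and Nr4a1 at 2.53 (standard error 0.16), and the epidermal growth factor receptor ligand Hbegf at 1.21 (standard error 0.11). Of 31 immediate early genes, 24 rose and 7 did not pass, also after correction for GC content and length, with 25 higher when adjusted over the list alone. Of 10 heat shock genes, a list added after this rise was seen, 4 rose and 6 did not pass (7 higher when adjusted over the list alone, median 0.365). Handling or delay at tissue collection might raise both lists. It could not be told apart from a response to rIL-31, so the immediate early rise need not reflect proliferation. Fosb was at 2.62 (standard error 0.12) and Fos at 2.47 (standard error 0.15). Of 48 cell cycle genes, 46 did not pass, and the list had a median of -0.005. Ube2c, a mitotic ubiquitin-conjugating enzyme gene, rose by 0.49 (standard error 0.12), but passed in only 1 of the 6 fits without 1 library, that without rIL-31 replicate 3. Mki67, which encodes the Ki67 antigen, fell in total skin, from 135 ± 4.75 to 70.9 ± 5.07 (SD, n = 3 each) CPM, a log2 fold change of -0.92 (standard error 0.10, FDR 0.000642 in edgeR's quasi-likelihood test), and of -0.57 (standard error 0.12, FDR 0.00943) after the correction. Both were also the genes past the threshold when adjusted over the list alone. Without rIL-31 replicate 3, 3 cell cycle genes were higher and 6 lower.
Of 27 genes of stress keratins and hyperplasia, 14 rose and 13 did not pass (18 rose after the correction, 21 when adjusted over the list alone), with Krt6b at 1.68 (standard error 0.14), Krt6a at 1.22 (standard error 0.12) and the cornified envelope gene Sprr2a1 at 1.40 (standard error 0.13). Krt6a and Krt6b are near-identical, so reads may be split between them. Of 12 basal keratinocyte genes, 8 rose and 4 did not pass (9 after the correction and when adjusted over the list alone), with the hemidesmosomal collagen gene Col17a1 at 0.91 (standard error 0.13) and Krt5 at 0.90 (standard error 0.14). Of 35 suprabasal and cornified layer genes, 6 rose, 2 fell and 27 did not pass (8 and 2 after the correction, 18 and 4 when adjusted over the list alone). Krt1 was at 1.21 (standard error 0.12) and Krt10 at 0.71 (standard error 0.11), while the cornified envelope genes Ivl, at -0.63 (standard error 0.12), and Flg2, at -0.59 (standard error 0.14), fell; these last were named after their values were seen, and Flg2 missed the threshold without any one of the saline libraries. Melanocyte markers moved the other way, as 11 of 15 fell and 4 did not pass (10 fell after the correction, 12 when adjusted over the list alone), with the pigment enzyme genes Tyrp1 at -1.30 (standard error 0.10) and Dct at -1.17 (standard error 0.10).
In the camera test the immediate early, stress keratin, basal and suprabasal lists were higher, with FDRs of 2.17e-66, 2.56e-22, 1.26e-08 and 5.35e-05. The melanocyte list was lower, with an FDR of 2.06e-25. All 5 calls held with an estimated correlation, the immediate early list with an adjusted p of 0.00676 and the suprabasal list with 0.0496. In these 5 lists, in the order given, 7, 4, 2, 1 and 1 tested members are genes the study named. The calls are therefore not independent of its choice. The cell cycle list was not called (FDR 0.604).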

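For tissue remodeling, several matrix and hyaluronan synthase genes rose, although most listed matrix genes did not pass the test. Of 42 collagen and matrix genes, 13 rose, 3 fell and 26 did not pass (15 and 3 when adjusted over the list alone). Col6a5 was at a log2 fold change of 1.79 (standard error 0.18), the hyaluronan synthase gene Has1 at 1.60 (standard error 0.17) and thrombospondin 1, Thbs1, at 1.08 (standard error 0.13). The 3 that fell, Vcan at -0.49, Col6a3 at -0.36 and Lox at -0.42, were named after their values were seen. After correction for GC content and length, which also moved the median of all genes upwards, 15 genes rose and these 3 missed the threshold, at -0.06, -0.16 and -0.22. Without 1 library they missed it in 1, 4 and 5 of the 6 fits, and without rIL-31 replicate 3 the list had 21 genes higher. Of 22 metalloproteinases and inhibitors, 6 rose, 2 fell and 14 did not pass (7 and 2 after the correction, 9 and 3 when adjusted over the list alone). The inhibitor Timp1 was at 1.72 (standard error 0.16) and Mmp19 at 0.68 (standard error 0.11). The 19 genes labelled under extracellular matrix organization in Fig 4B all rose, 8 of them by more than 2-fold, and 12 members of the matrix list are genes that the study picked from these libraries. Of 26 skeletal muscle markers, 5 fell, 1 rose and 20 did not pass (7 and 2 when adjusted over the list alone); the fast myosin gene Myh4 was at -1.31 (standard error 0.28).
In the camera test the matrix list was higher (FDR 7.95e-09), a call lost with an estimated correlation (adjusted p = 0.0748), and the muscle list lower (FDR 0.0107; adjusted p = 0.444 with an estimated correlation). The metalloproteinase list was not called (FDR 0.131). The paper took its selected genes into an enrichment analysis of biological functions with ToppFun, and shows it in Fig 4 beside the heat map, under a title that ties the regulated genes to skin damage.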

**Fig 4:**
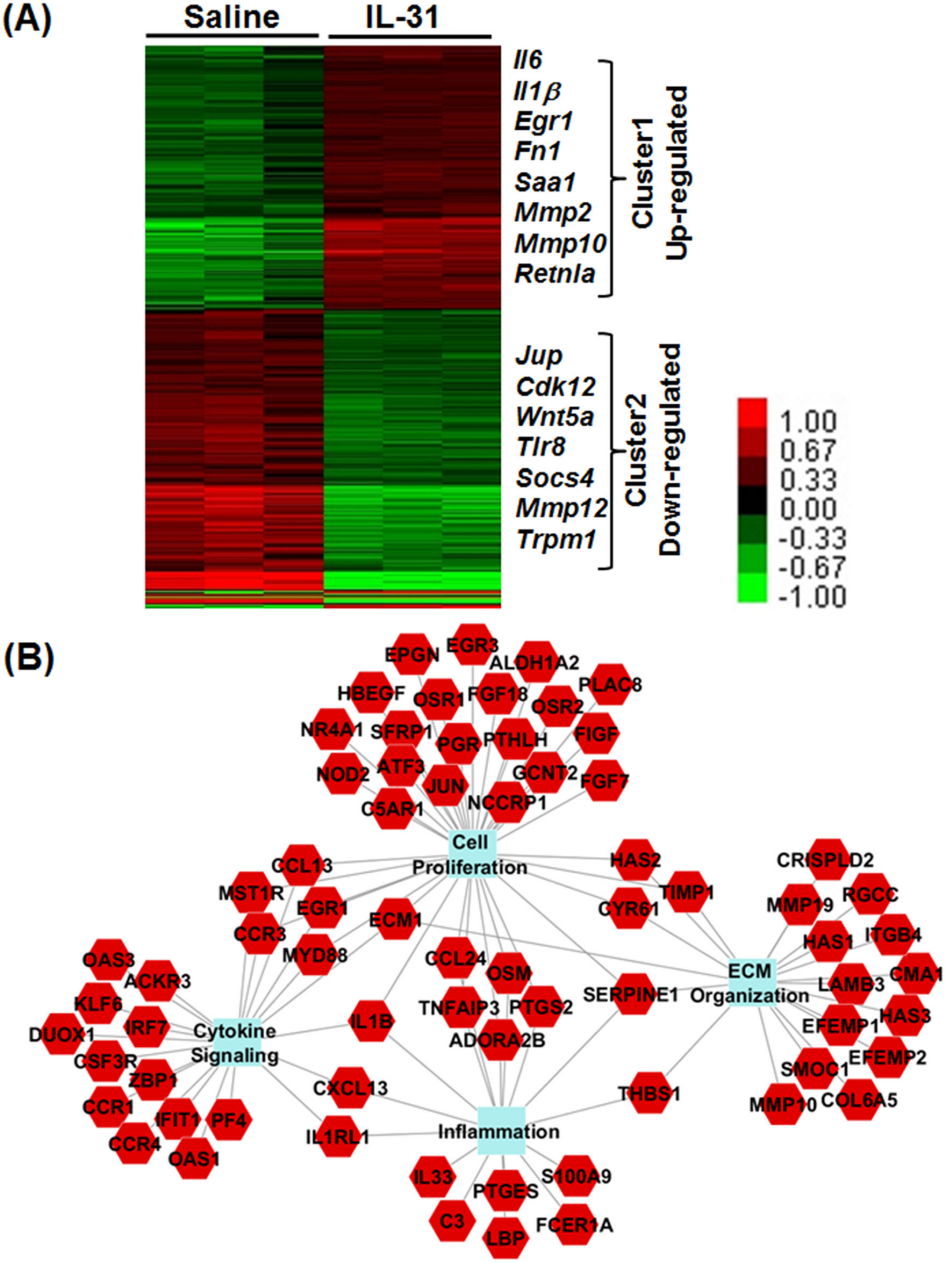
IL-31 regulates expression of genes involved in skin damage. (**A**) C57BL/6 mice were injected intradermally with saline or rIL-31 (20μg) daily for 14 days. A portion of dorsal skin was excised and RNA was isolated. RNA-Seq analysis was performed using next-generation sequencing. Heat map shows two clusters of differentially expressed genes that were either up or down regulated (indicated with color key) in rIL-31-treated mice compared to saline-treated controls. A total of 1,016 significant gene results was analyzed using a *P* value cut-off of 0.05; FDR<0.1 and greater than two-fold changes. (**B**) Network representation of the biological-function enrichment analysis of IL-31-regulated genes identified by RNA-Seq and top-gene function analysis. Solid lines depict the interactions between the genes and biological processes.

### IL-31 induces the genes necessary for proliferation and tissue remodeling

To validate our RNA-Seq data and identify IL-31-induced genes known for proliferation and remodeling in skin, we quantified the transcripts for a number of genes involved in proliferation and tissue remodeling. Among the various genes, *IL-6*, *IL-1β*, *Egr1*, *Fn1*, *Mmp2*, and *Mmp10* transcripts were significantly elevated in the rIL-31-treated skin as compared to saline treatment (Fig 5A–5F). Previous studies have demonstrated that transient receptor potential (TRP) channels are involved in IL-31-mediated itch [3]. To determine whether in vivo rIL-31 directly stimulates sensory neurons inducing itch in skin, we measured the transcripts of different TRP channels known to be involved in itch. Among the various TRP channels, *Trpv2* was found to be significantly increased in the skin of rIL-31-treated mice (Fig 5G). However, other TRP channels (*Trpv1*, *Trpv4*, *Trpv6*, *Trpc3*, and *Trpc6*) were not affected by IL-31 treatment (data not shown).

**Fig 5:**
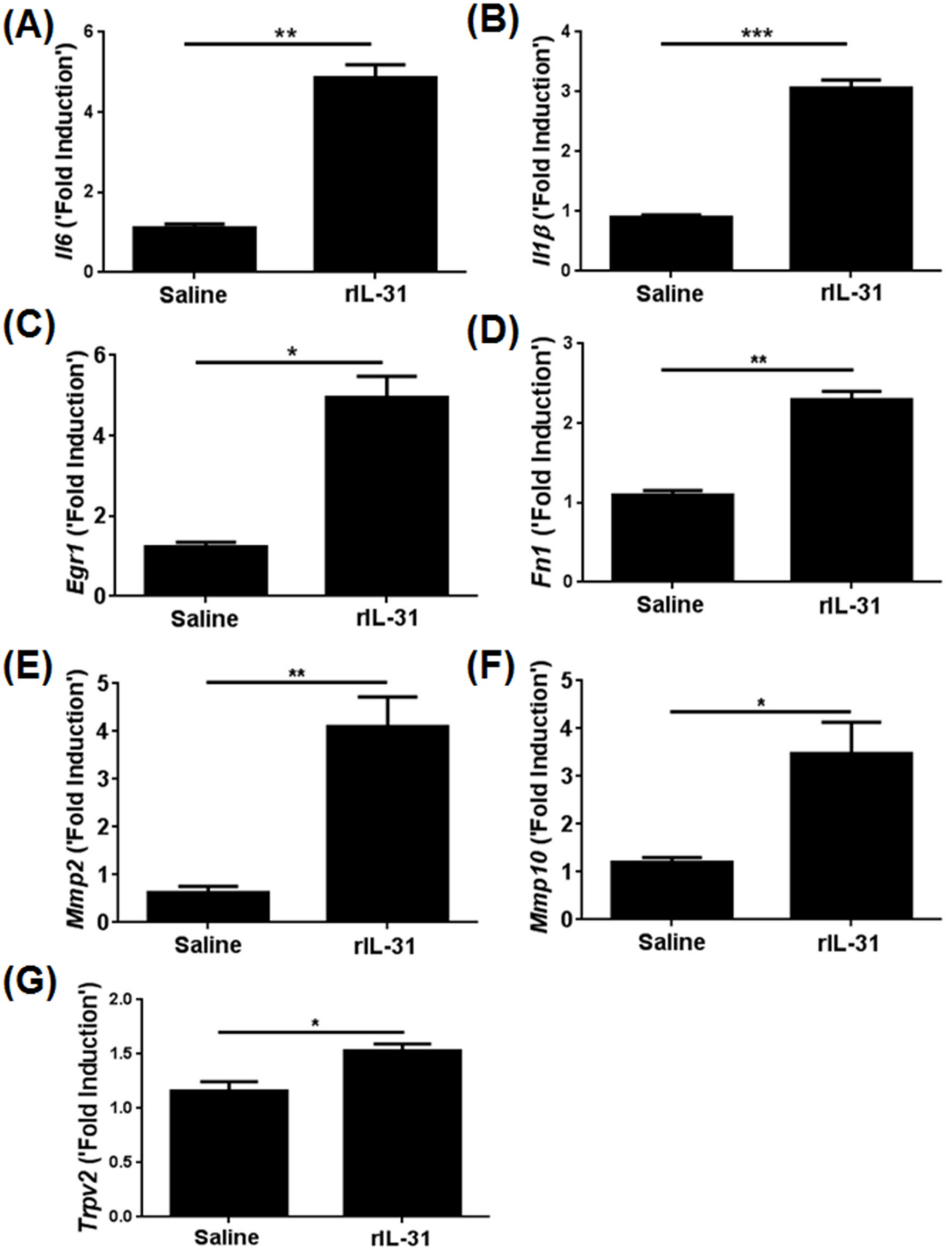
IL-31 increases the expression of genes involved in cell proliferation and tissue remodeling. C57BL/6 mice were injected intradermally with saline or rIL-31 (20μg) daily for 14 days and a portion of dorsal skin was excised. RNA was isolated and converted to c-DNA, and transcripts of genes identified to be regulated through IL-31 network were quantified using RT-PCR. (**A-C**) Proliferative markers—*Il6*, *Il1β*, *Egr1*; Remodelling markers—(**D-F**) *Fn1*, *Mmp2*, *Mmp10*, and (**G**) *Trpv2*. Numbers of mice in each group were 4–5. Data are represented as mean ± SEM, and unpaired Student’s *t*-test was used to measure significant differences between the groups: *, *P*<0.05; **, *P*<0.01; ***, *P*<0.001.

Gene transcripts that were implicated in the maintenance of barrier function and mechanical integrity in skin were independently validated using qRT-PCR. Caloprotectin, a heterodimeric complex of *S100A8* and *S100A9*, is known as anti-microbial in human skin and highly expressed during chronic inflammation with compromised barrier function in skin [28, 29]. Both *S100A8* and *S100A9* were significantly increased in skin lesions treated with IL-31 compared to saline (Fig 6A and 6B). Increase in *Saa1* and *Krt1*, which have been shown to augment inflammation and compromise mechanical integrity of skin, were also validated by RT-PCR analysis (Fig 6C and 6D). The loss of desmosomal cadherins such as junction plakoglobin (*Jup*) has been shown to alter keratinocyte proliferation and thickening of the epidermis [30]. Notably, we observed a significant decrease in the transcripts for *Jup* in skin lesions of mice treated with IL-31 compared to saline (Fig 6E).

**Fig 6:**
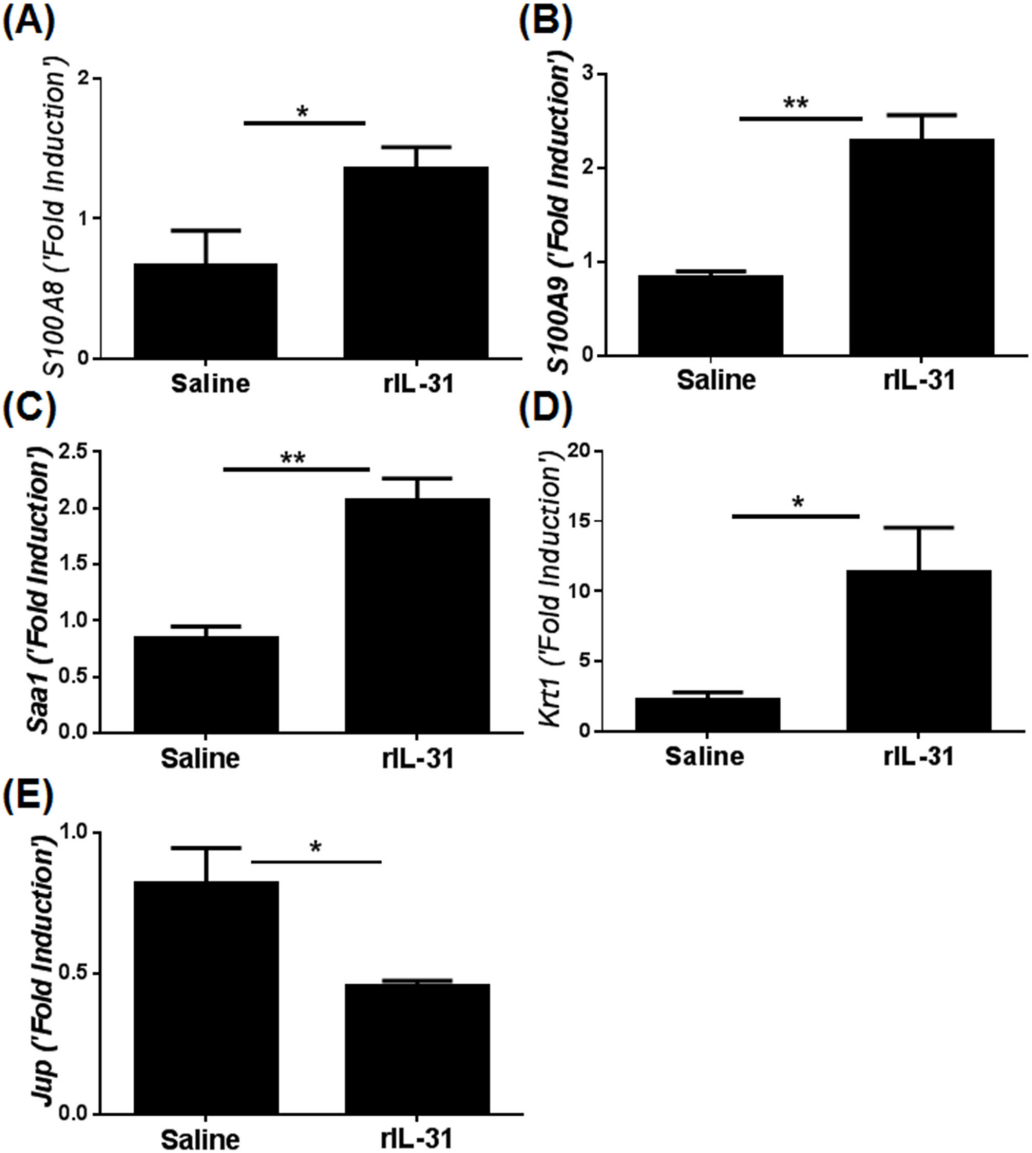
IL-31 increases the expression of genes that alter the mechanical integrity of skin. C57BL/6 mice were injected intradermally with saline or rIL-31 (20μg) daily for 14 days, and a portion of dorsal skin was excised. RNA was isolated and converted to c-DNA. Genes known to be involved in barrier function, inflammation, and mechanical integrity were quantified using qRT-PCR; (**A-B**) *S100A8* and *S100A9*, (**C**) *Saa1*, (**D**) *Krt1*, and (**E**) *Jup*. Numbers of mice in each group were 4–5. Data are represented as mean ± SEM, and unpaired Student’s *t*-test was used to measure significant differences between the groups: *, *P*<0.05; **, *P*<0.01.

## Discussion

Impaired skin-barrier function is the most common phenomenon in AD, which indicates the crucial role of epithelial defense in AD pathogenesis [13]. Disturbed skin barrier in patients with AD is related in part to the distribution of the lipid composition of the stratum corneum, which allows penetration of harmful substances into the skin and triggers epidermal proliferation and differentiation [13, 14]. Serum IL-31 level was found to be significantly elevated in AD patients as compared to healthy controls [31, 32]. Moreover, consistent with the human data, the skin phenotype resulting from overexpression or administration of mouse rIL-31 in mice closely mimics that of patients with AD [1]. Therefore, to determine the effects of rIL-31 on skin-barrier function, we measured TEWL. TEWL was significantly increased in rIL-31-treated compared to saline-treated mice, suggesting that IL-31 is involved in disruption of the skin-barrier function. A similar study of AD patients compared to healthy controls, with a two-fold increase in TEWL in non-lesional skin and a four-fold increase in lesional skin, has been reported previously [14]. A study performed in biopsy specimens from 33 AD patients and 13 normal control subjects showed elevated IL-31 transcripts in the AD samples [25]. Moreover, IL-31 expression as detected by immunohistochemistry in inflammatory cells predominates in AD [24]. These data suggest that IL-31 may act as a diagnostic marker for AD patients. Further, to substantiate that epidermal proliferation and differentiation leads to increased TEWL, saline- and rIL-31-treated mouse skin sections were co-immunostained for basal epidermal marker cytokeratin14 and proliferation marker Ki67. In human keratinocytes, the effect of IL-31 on the proliferation of keratinocytes was impaired, as measured by reduced staining for Ki67 [33]. Moreover, IL-31 treatment resulted in a disturbed epidermal differentiation, characterized by abolished K14 expression [33]. However, our new findings in mice with rIL-31 administered intradermally suggest that impaired barrier function in skin mediated by IL-31 involves enhanced proliferation of basal cells in the epidermis. One possible explanation for this is the use of different experimental models and/or dosage of IL-31. In support of our finding, high doses of IL-31 had no effect on filaggrin and desmosomal expression involved in skin differentiation and physical barrier, even though low doses of IL-31 were sufficient to enhance the IL-1 signaling network and several antimicrobial peptides, such as *S100A8* and *S100A9*, involved in inhibiting bacterial growth and skin differentiation [29]. Interestingly, we observed a significant increase in the transcripts for *S100A8*, *S100A9*, *Krt1*, and *Saa1*, which have been shown to maintain skin integrity, barrier function, inflammation, and ichthyosis in human skin [29, 34]. However, we observed no significant differences in filaggrin expression in skin treated with IL-31 (data not shown). Conversely, we observed a significant downregulation of the transcripts for *Jup*, which has been shown to function as a critical regulator of skin-barrier function [30]. In particular, the lack of *Jup* in keratinocytes results in skin ulceration, thickening of the eipidermis, and inflammation [30].

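The 8 genes that the study lists here as cytokines and chemotactic factors were higher in every rIL-31 library than in any saline library. Il33, an alarmin of barrier cells (Entrez gene 77125, chromosome 19 of mm10, 29925113 to 29960718), had 42.8 ± 3.62 (SD, n = 3) TMM-normalized CPM in saline-treated skin and 162 ± 12.1 (SD, n = 3) in rIL-31-treated skin. This is a log2 fold change of 1.92 (standard error 0.11, FDR 1.16e-05 in edgeR's quasi-likelihood test). Il1b (16176, chromosome 2, 129364569 to 129371164) went from 8.94 ± 1.21 to 33.4 ± 5.42 (SD, n = 3 each), a log2 fold change of 1.90 (standard error 0.17, FDR 0.000118 in the same test). Il6 (16193, chromosome 5, 30013114 to 30019975) was scarcer, at 1.53 ± 0.382 and 8.47 ± 4.67 (SD, n = 3 each), with a log2 fold change of 2.47 (standard error 0.40, FDR 0.0061). C3, the central complement component (12266, chromosome 17, 57203967 to 57228136), was the most abundant of these genes, at 227 ± 27.2 and 552 ± 135 (SD, n = 3 each), with a log2 fold change of 1.28 (standard error 0.17, FDR 0.00212).
Saa1, serum amyloid A1, had a log2 fold change of 2.41 (standard error 0.43, FDR 0.0107) and the eotaxin Ccl24 one of 1.07 (standard error 0.21, FDR 0.0149). S100a9, a calprotectin subunit, rose by less than 2-fold, with 0.89 (standard error 0.16, FDR 0.00915). Osm, oncostatin M, was at 0.63 ± 0.133 and 2.39 ± 0.837 (SD, n = 3 each) CPM, with a log2 fold change of 1.92 (standard error 0.48, FDR 0.0463), and it missed an FDR of 0.1 without rIL-31 replicate 1 or any one saline library, with FDRs up to 0.219. All 8 genes also had an FDR below 0.1 after correction for GC content and length. The study selected them on these libraries, so their shared direction is not independent evidence.

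**Figure D2:**
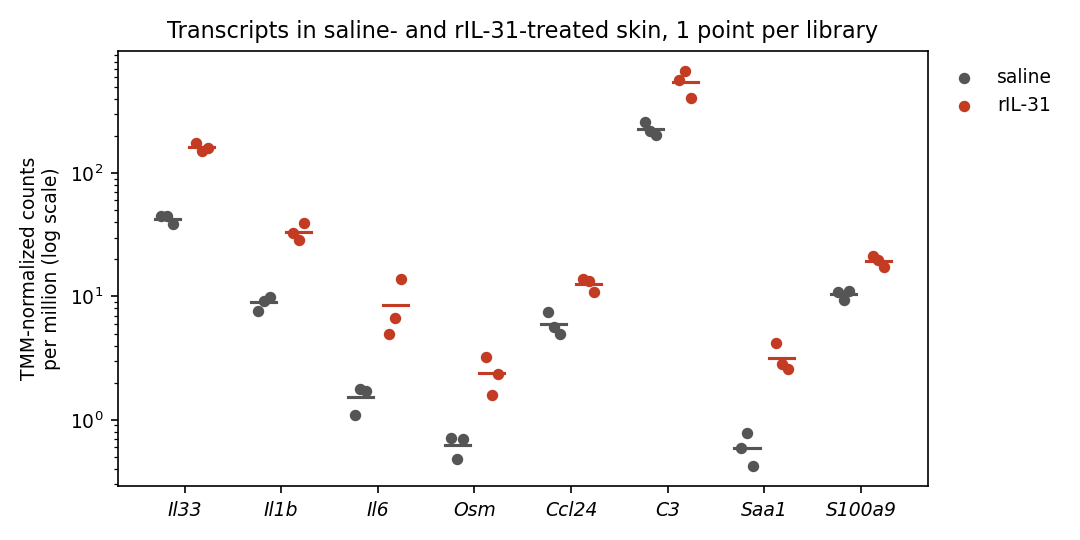
TMM-normalized CPM (vertical axis, log scale) of 8 genes in skin treated with saline (grey) or rIL-31 (red), 1 point per library, with a horizontal line at the mean of the 3 libraries. For Il33 the means are 42.8 and 162, and for each gene the red points lie above the grey ones.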

Our RNA-Seq analysis in saline- and rIL-31-treated skin demonstrated that several cytokines and chemotactic factors were involved in IL-31-dependent pathways, including cell proliferation and extracellular matrix organization (*C3*, *IL-33*, *IL-6*, *IL-1β*, *Osm*, *Ccl24*, *Saa1*, and *S100A9*), supporting the involvement of IL-31 in skin physiology. Further, reliability of the RNA-Seq data was confirmed by quantitative RT-PCR, which indicated several differentially expressed genes regulated by IL-31 and involved in proliferation, inflammation, and mechanical integrity of skin (*IL-6*, *IL-1β*, *Saa1*, and *S100A9*). IL-31 plays a crucial role in the development of AD to regulate infiltration of immune cells, such as polymorphonuclear cells (neutrophils and eosinophils) and mononuclear cells (lymphocytes and macrophages), from blood vessels into the epidermal/subepidermal location [1, 19, 24, 35, 36]. IL-31 signals via the heterodimeric receptor composed of IL-31RA and OSMR that is expressed constitutively in keratinocytes of skin. Our new findings demonstrate that intradermal injection of rIL-31 induced epidermal thickness. In support of this, overexpression of IL-31 by T cells was sufficient to cause thickening of the epidermis and inflammatory infiltrates, further supporting the idea of involvement of IL-31 in the promotion of chemotaxis of inflammatory cells to the site of IL-31 production [1]. Future studies are warranted to identify complex interactions among disease-specific co-factors such as the above genes that may dictate clinical phenotypes and mechanical integrity of skin by IL-31.

## Conclusions

The current studies demonstrate that in vivo IL-31 can increase epidermal thickness and TEWL in the skin. Our findings indicate that IL-31 functions as a positive regulator of basal-cell proliferation involved in skin remodeling. Our data also suggest that IL-31 induces changes in skin pathology, in part by enhanced expression of genes involved in proliferation and tissue remodeling. Therefore, future studies are warranted to understand the mechanism of IL-31-driven signalling in skin remodelling and identify novel therapeutic targets in AD and other allergic and inflammatory diseases.

## Supporting Information

S1 Fig Limited effect of administration of rIL-31 on the increase in dermal thickness induced by IL-31. C57BL/6 mice were injected intradermally with saline as control and recombinant IL-31 (rIL-31; 20 μg per injection) daily, for 14 days. A portion of dorsal skin was excised and fixed in 10% buffered formalin, paraffin-embedded, and used for H&E staining. Dermal thickness was measured using MetaMorph Image analysis software. Data is cumulative of three independent experiments, total numbers of mice in each group were 8–13, and represented as mean ± SEM. An unpaired Student’s *t*-test was used to measure the significant difference between the groups.
(PDF)

# Supplementary material for: IL-31-Driven Skin Remodeling Involves Epidermal Cell Proliferation and Thickening That Lead to Impaired Skin-Barrier Function
**Source:** PLoS One. 2016 Aug 24;11(8):e0161877. doi: 10.1371/journal.pone.0161877

Supporting Information

S1 Fig. Limited effect of administration of rIL-31 on the increase in dermal thickness induced by IL-31. C57BL/6 mice were injected intradermally with saline as control and recombinant IL-31 (rIL-31; 20 μ g per injection) daily, for 14 days. A portion of dorsal skin was excised and fixed in 10% buffered formalin, paraffin-embedded, and used for H&E staining. Dermal thickness was measured using MetaMorph Image analysis software. Data is cumulative of three independent experiments, total numbers of mice in each group were 8-13, and represented as mean $\pm$ SEM. An unpaired Student's *t*-test was used to measure the significant difference between the groups.

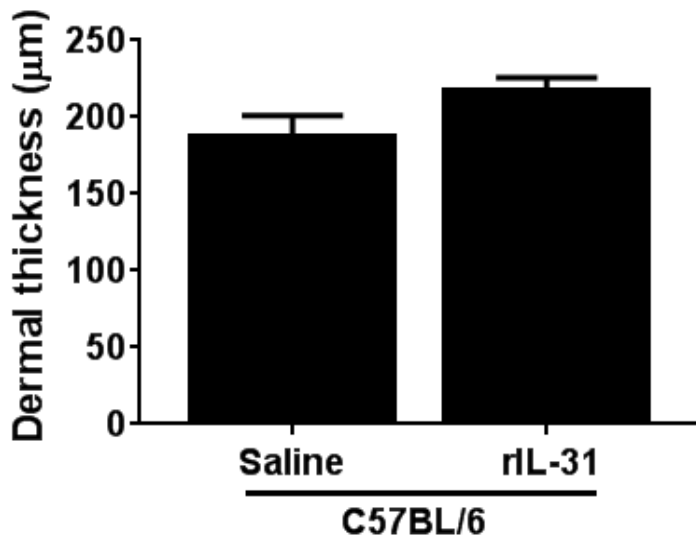

**Supplement:** S1 Fig — C57BL/6 mice were injected intradermally with saline as control and recombinant IL-31 (rIL-31; 20 μg per injection) daily, for 14 days. A portion of dorsal skin was excised and fixed in 10% buffered formalin, paraffin-embedded, and used for H&E staining. Dermal thickness was measured using MetaMorph Image analysis software. Data is cumulative of three independent experiments, total numbers of mice in each group were 8–13, and represented as mean ± SEM. An unpaired Student’s t-test was used to measure the significant difference between the groups.

How the deposited data were processed for this re-analysis (not part of the article)

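Gene expression was measured by RNA-Seq in dorsal skin of mice given daily intradermal saline or rIL-31 for 14 days, with 3 libraries in each of the 2 groups. The authors deposited whole-number read counts per gene, not normalized, in 1 table for all 6 libraries. The submitters' processing notes name bcl2fastq, CASAVA version 1.8, TopHat, DESeq and the genome build mm10, without roles or order. The paper's methods name DESeq for the test and RPKM values for the heat map. The counting program, the gene annotation behind the counts, the treatment of reads that map to several genes and the use of strand are not given in the sources used here, so values of paralogs and of overlapping or antisense genes are uncertain.
The deposited counts were used as they stand. Total counts per library ranged from 21710679 to 23963685 (median 23058734) in the saline group and from 23122953 to 25552684 (median 24202064) in the rIL-31 group. Genes are given by Entrez number; names and positions came from the RefSeq annotation of GRCm38.p6, in which 85 of the 24061 numbers had no name. These 85 held 4.74%, 5.15% and 6.03% of the counts in the saline libraries and 0.913%, 2.84% and 2.52% in the rIL-31 libraries, and were kept in the library sizes and tests because each has a gene number. Of the listed genes, 19733 had at least 1 count, and edgeR's filterByExpr with its minimum count of 10 left 16371. No 2 libraries differed by so little that they could be one library deposited more than once, since the chi-square per degree of freedom of each pair was 8.98 or more.
The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM normalization and treatment as the only term. Genes were called at the paper's thresholds, a p below 0.05, a Benjamini-Hochberg FDR below 0.1 and more than 2-fold. The procedure was tested on simulated data with 200 changed genes, 50 at each of 4 sizes, drawn from genes with a mean of at least 50 counts. At 3 libraries against 3 and these depths, over 16137 simulated genes, 30%, 80%, 96% and 100% of the genes changed by 1.5-, 2-, 3- and 4-fold reached an FDR below 0.1, and 27 unchanged genes did. The simulated libraries behind these shares held no trend with GC content, unlike the real ones, so the shares need not hold for the real data. Later simulations, added after the results were seen, set 50 changes of 2-fold among genes from 50 mean counts, and 50 each of 2-, 4- and 8-fold among genes below that, at the real depth and at 2 times the depth.
Gene lists were written from general knowledge before the counts were available, some of their members being genes the study names. They cover the cell cycle, basal keratinocytes, the suprabasal and cornified layer, stress keratins and hyperplasia, desmosomes and cell junctions, barrier lipid synthesis, inflammatory cytokines and chemokines, acute phase and complement, type 2 inflammation and alternatively activated macrophages, interferon-stimulated genes, the IL-31 receptor and JAK-STAT signaling, immediate early genes, collagen and matrix, metalloproteinases and inhibitors, TRP channels, and markers of 15 cell types or structures of skin. A heat shock list was added after the rise of immediate early genes was seen, but before its own values were. Each of the 30 lists was tested with camera (limma 3.58.1) at a preset correlation of 0.01, adjusted over the 30 lists at an FDR below 0.05, and again with an estimated correlation. The labels of Fig 4 were read from the figure, so they were only tallied; human symbols were taken as the mouse gene of the same name, and those without a single mouse counterpart were left out. Filaggrin was not analysed here.
The genes named in the text were chosen from those the paper names or labels, the 10 called genes with the largest rise and the 10 with the largest fall among those whose groups did not overlap and whose mean CPM was at least 1, the 4 members of each list with the smallest p, and Il31ra, Osmr and Hprt. Not every gene that meets this rule is named. Il20, Disp2 and Misp lie outside this rule and were named because they were near absent from saline-treated skin. Lars2, Sftpc, Sftpa1 and the heat shock genes also lie outside it. The other genes outside it are said to have been named after their values were seen.
Alternatives set in advance were DESeq2 (1.42.0), edgeR's exact test with RLE normalization, limma-voom, upper-quartile normalization, library size only, no filter, at least 10 counts in every library, the replicate number as a block, each library left out in turn, and, for the count of genes, other thresholds. Added after seeing the data were offsets for GC content and transcript length, which 97.6% of the tested genes had, the same with the replicate block, and a threshold of 1.5-fold. The offsets held the GC and length trends but not the depth or TMM factor of each library. Log2 fold changes in the corrected fits are therefore shifted upwards, with a median of 0.098 over all tested genes, and 0.088 with the block, against 0.008 in the main fit.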

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

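The following genes were near absent from saline-treated skin, with at most 3 counts in any saline library, and detected in each rIL-31 library, and the paper does not report them. Mrgprg, a Mas-related G protein-coupled receptor gene on chromosome 7 (143763710 to 143766993), had 0 counts in the saline libraries and 40, 45 and 93 in the rIL-31 libraries, a mean of 2.397 CPM. Against the 3 counts that a total of 0 allows over the group, the counts seen are at least 55.3-fold higher. The 95% counting interval, which also holds the error of the rIL-31 counts, starts lower, at 44.5. Fgf23, a phosphate-regulating hormone gene on chromosome 6 (127072902 to 127082296), had 3, 0 and 3 counts in saline and 220, 172 and 249 in rIL-31 libraries, a mean of 8.728 CPM and a ratio of 99.6 (95% counting interval 45.5 to 272). Il20, a keratinocyte cytokine gene on chromosome 1 (130906985 to 130911296), had 1 count in the saline libraries together and 132 in the rIL-31 libraries, a mean of 1.79 CPM and a ratio of 123 with a counting interval from 21.7 to 4900. Disp2 had 3 and 62 counts, a mean of 0.856 CPM in rIL-31 skin and a ratio of 19.3 (6.29 to 96). Misp had 2 and 47 counts, a mean of 0.636 CPM and a ratio of 21.9 (5.74 to 186). The FDRs in edgeR's quasi-likelihood test were 0.00283, 3.74e-05, 0.00249, 0.0516 and 0.0515. Disp2 and Misp each missed an FDR of 0.1 with no filter and in 4 of the 6 fits without 1 library, with FDRs up to 0.255 and 0.269. The saline counts of Il20, Disp2 and Misp all came from saline replicate 3, and without that library their log2 fold changes went from 6.49, 4.11 and 4.20 to 8.43, 7.37 and 6.95, so these ratios are poorly defined. The intervals cover counting error only.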

How the results depend on the processing

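The correction for GC content and length and the 1.5-fold threshold were chosen after the data were seen. The number of genes called higher, 188, stayed between 134 and 270 in every other fit, and rose to 458 at 1.5-fold and 739 with no fold threshold. The number called lower, 114, was 183 with edgeR's exact test with RLE, 210 with no FDR threshold, 340 at 1.5-fold and 610 with no fold threshold, and ranged from 70 to 277 over the fits without 1 library, lowest without saline replicate 2 and highest without rIL-31 replicate 3, whose removal raised the calls to 547 in all. The cause was not tested. By camera, 15 lists were higher and 3 lower (melanocyte, skeletal muscle and red blood cell markers); with an estimated correlation these were 9 and 1, and the cause was not tested. With the correction for GC content and length 5 lists were lower, with and without the block, adding TRP channels and T and NK cells without it. Of 112 of the genes named in the text, 103 had an FDR below 0.1, of which 69 kept it in each fit without 1 library and 34 lost it in at least 1, with fewer samples to estimate the spread. Hc and Mir6236 were not among these 112. DESeq2, the exact test, limma-voom, the other normalizations and filters changed the side of the threshold for at most 5 of the named genes that had a value there. These were 110 genes with DESeq2 and 97 with at least 10 counts in every library. The correction ended the call of 6 and added that of 3. Part of this may come from the depth of the libraries, which its offsets left out and which moved the median of all tested genes to 0.098. Signs turned only for genes that did not pass. Hprt, at -0.02, was 0.21 with the correction and 0.20 with the block added, and ranged from -0.153 to 0.0761 without 1 library, Trpv1 from -0.84 to 0.47, Trpv2 from -0.10 to 0.15 and Trpv4 from -0.0909 to 0.25. With the replicate block, 199 genes were higher and 150 lower. The sources do not say whether samples of the same number were paired. The deviations of replicates 1, 2 and 3 from their group means correlated at 0.077, -0.02 and 0.216 between the groups. Saline replicate 1 correlated best with rIL-31 replicate 2. With 3 libraries in each group these values cannot decide whether the samples were paired. Of the 10 splits of the libraries into 3 and 3, only 1, the real one, called as many as 302 genes, but 10 splits are too few for a share under 0.05. The highest other called 43, and each of the rest called 0. That split set saline replicate 1 and rIL-31 replicates 1 and 2, the rIL-31 libraries with a positive GC correlation, against the other libraries. In simulations without a GC trend, changes of 1.5-fold were found in 30% of genes with at least 50 mean counts. In simulations added after the results were seen, changes of 2-fold were found in 76% of genes from 50 mean counts and in 74% at 2 times the depth. Among genes below 50 mean counts all 50 were missed at both depths, 7 of them removed by the filter at the real depth, changes of 4-fold were found in 20% and 30%, and changes of 8-fold in 72% and 68%. How far depth limits these genes stays open, as 50 genes each are few.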

Differences from the paper's values

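The correction for GC content and length and the 1.5-fold threshold were chosen after the data were seen. The paper reports 1016 differentially expressed genes, and 302 were called here at the same stated thresholds with edgeR. The paper used DESeq, which was not run here, so its own test was not repeated. Of the alternatives set before the data were examined, the test with no fold threshold, at 1349 genes, lay within 1.5 times of the paper's number, and the others did not, with 205 to 547 genes. A threshold of 1.5-fold, chosen after the values were seen, gave 798 genes and dropped 5 of the 80 genes labelled in Fig 4A and 4B, where 2-fold dropped 45. At an FDR below 0.1 with any fold, 77 of the 80 labelled genes moved in the direction the figure gives.
The other 3 labels were Jup, Fn1 and Mmp2. The paper places Jup among the genes that fell and reports a fall by RT-PCR, which used 4–5 mice per group, where 3 skin samples per group were sequenced. Here its log2 fold change was 0.42 (standard error 0.10, FDR 0.0435 in edgeR's quasi-likelihood test), and it was above 0 in each setting run. The paper places Fn1 and Mmp2 among the genes that rose, also by RT-PCR. Here they were at 0.38 (FDR 0.122) and 0.36 (FDR 0.102). Fn1 passed an FDR of 0.1 with DESeq2, the exact test with RLE, library size only, the replicate block, without rIL-31 replicate 3 and with the GC and length corrections chosen after seeing the data, and Mmp2 with DESeq2, the exact test with RLE, limma-voom, library size only, at least 10 counts in every library, the replicate block and without rIL-31 replicate 3, both at less than 2-fold.
Of the 12 genes the paper reports as changed by RT-PCR, again in 4–5 mice per group against 3 sequenced samples, 8 had an FDR below 0.1 here, 7 of them in the direction the paper gives and Jup in the other. S100a8, which the paper gives as higher, was at 1.01 (standard error 0.33, FDR 0.113), and passed with DESeq2, the exact test with RLE, no filter, the replicate block, without rIL-31 replicate 2 and with the GC and length corrections, but was at 0.48 (FDR 0.143) without rIL-31 replicate 3. Trpv2, which the paper gives as higher, was at 0.05 (standard error 0.20, FDR 0.924) and passed in no setting. Trpv6, which the paper gives as not affected, was at 0.65 (standard error 0.20, FDR 0.0964), a call lost with limma-voom, with upper-quartile normalization and without any one library other than rIL-31 replicate 3. The paper counts more Ki67-stained cells in the epidermis after rIL-31, while Mki67 in total skin was at -0.92 (standard error 0.10, FDR 0.000642); the stained sections and the RNA are different measures.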

Other observations

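The tests of hair follicle number, of cycling cells and of heat shock genes, and the correction for GC content and length, were chosen only after the results they bear on were seen. Among cell types not described with the conclusions, 2 of 6 eosinophil markers rose, also when adjusted over the list alone, Siglecf at a log2 fold change of 3.23 (standard error 0.63) and Ccr3 at 1.84 (standard error 0.42), while 4 did not pass (camera FDR 0.133). Of those 4, Ear1 was at -0.30 (standard error 0.345) and Ear2 at -0.10 (standard error 0.13), although both belong to the ribonuclease family of Rnase2a, which rose. Siglecf missed an FDR of 0.1 without saline replicate 3 (FDR 0.111), and Ccr3 without saline replicate 2, saline replicate 3 or rIL-31 replicate 2, with FDRs up to 0.131. Of 10 neutrophil markers 3 rose and 7 did not pass (5 higher when adjusted over the list alone). The list was higher in the camera test (FDR 0.00258), a call lost with an estimated correlation (adjusted p = 0.15), and 3 of its members are genes the study named. Of 14 sebaceous gland markers 4 rose and 10 did not pass (5 and 1 lower when adjusted over the list alone), with the fatty acid elongase gene Elovl3 at 1.21 (standard error 0.10) and Awat1, a wax synthase gene, at 0.70 (standard error 0.12; camera FDR 0.000991, adjusted p = 0.0547 with an estimated correlation). Of 25 barrier lipid genes 6 rose, 2 fell and 17 did not pass (10 and 2 when adjusted over the list alone; camera FDR 0.0073, adjusted p = 0.15 with an estimated correlation). Fa2h, fatty acid 2-hydroxylase, was at 0.92 (standard error 0.14). The lipid transporter gene Abca12 was at -0.62 (standard error 0.11), but at -0.28 (standard error 0.12, FDR 0.215) after the correction, which also moved the median of all genes upwards.
Of 16 fibroblast markers 3 rose and 13 did not pass (3 when adjusted over the list alone; camera FDR 0.0461, adjusted p = 0.15 with an estimated correlation), Pi16 among them at 1.09 (standard error 0.15). Of 13 Schwann cell and nerve markers 2 rose, Egr2 at 0.78 among them, which is also on the immediate early list (3 when adjusted over the list alone; camera FDR 0.0461, adjusted p = 0.15 with an estimated correlation). Of 20 macrophage markers 2 rose, Itgam at 0.55 among them (4 and 1 lower when adjusted over the list alone; camera FDR 0.495), a call lost without saline replicate 2, saline replicate 3 or rIL-31 replicate 2. Cd4 was the 1 of 19 T and NK cell markers past the threshold, at -1.51 (standard error 0.27; camera FDR 0.133), and Itgax the 1 of 14 dendritic and Langerhans cell markers, at -0.74 (standard error 0.15; camera FDR 0.192). Of 15 endothelial markers Cldn5 fell, at -0.75 (camera FDR 0.72), and of 22 adipocyte markers Scd1 rose, at 0.43 (camera FDR 0.658), both lost without several single libraries; these last 4 lists each had that 1 gene when adjusted over the list alone. Of 26 desmosome and junction genes 2 rose, Jup and Pkp1 at 0.42 each, while 24 did not pass (2 and 2 lower when adjusted over the list alone; camera FDR 0.542), and Pkp1 missed the threshold without any one saline library. Of 10 red blood cell markers 4 fell, the beta-globin genes Hbb-b1, Hbb-b2, Hbb-bs and Hbb-bt, which are near-identical paralogs and carry pairwise identical values of -0.66 and -0.61, calls lost without saline replicate 2 or saline replicate 3 and, for Hbb-b1 and Hbb-bs, also without rIL-31 replicate 1 or rIL-31 replicate 2 (7 when adjusted over the list alone; camera FDR 0.000541, adjusted p = 0.205 with an estimated correlation).
Of 15 TRP channel genes 1 rose, Trpv6, 2 fell, Trpm1 and Trpm7, and 12 did not pass, also when adjusted over the list alone (camera FDR 0.0827, and 0.0403 after the correction for GC content and length). Trpm7 was at -0.51 (standard error 0.14, FDR 0.0588) and at -0.15 (FDR 0.553) after that correction, and passed in only 1 of the 6 fits without 1 library, that without rIL-31 replicate 3. Trpv1 was at -0.05 (standard error 0.73) and Trpv4 at 0.10 (standard error 0.17), while Trpc6 had too few counts to be tested, with 10, 9 and 20 in the saline and 6, 38 and 1 in the rIL-31 libraries. Hprt, used by the study to normalize RT-PCR, was at -0.02 (standard error 0.13, FDR 0.957 in edgeR's quasi-likelihood test). It turned positive, to 0.21, after the correction, which also moved the median of all genes upwards. Of the 10 largest rises, Mug-ps1, Mug2 and Myh6, and of the 10 largest falls, Hamp, Sftpb and Zim1, missed an FDR of 0.1 in at least 3 of the 6 fits without 1 library, and Myh6 was at 1.16 without rIL-31 replicate 3. Transcripts of the lung surfactant gene Sftpb had 68, 59 and 48 counts in the saline libraries and 0, 0 and 12 in the rIL-31 libraries. Those of Sftpc had 24, 34 and 17, and 2, 0 and 0, and those of Sftpa1 28, 40 and 9, and 0, 0 and 0. How these transcripts came into skin RNA was not tested. Whatever set the libraries apart in this way cannot be told apart from the treatment. Skeletal muscle markers had a median of -0.163 (SD 0.376 between genes). This lay within the 0.5 of 0 set in advance as arguing against a difference in muscle carried with the skin. It did so by less than that spread, and 5 fell against 1 that rose. The camera FDR was 0.0107, and 0.000681 after the correction, but the adjusted p was 0.444 with an estimated correlation. A difference in muscle therefore stays open.
Melanocyte markers were lower in rIL-31-treated skin, with 11 of 15 past the threshold, a median of -1.17 and the libraries of the groups apart for each of Tyrp1, Tyr, Dct and Pmel. Fewer hair follicles at an unchanged stage would lower hair follicle genes about as much as melanocyte markers. The 42 hair follicle genes had a median of -0.056 (SD 0.399 between genes), which argues against that. A change in follicle number together with stage is not covered, because the members went both ways. After correction for GC content and length the melanocyte median was -1.119, against 0.098 over all tested genes, with 10 markers lower. This argues against that trend as the whole cause. A difference in hair follicle stage between the sampled areas cannot be told apart from the treatment: the median of -0.056 met the bound set against it in advance, but that bound was wrong, because the members went both ways, with 4 lower, among them Shh at -1.38 and Dsg4 at -0.47, and 4 higher, among them Krtap3-2 at 0.74 and Krt34 at 0.48 (9 higher and 8 lower when adjusted over the list alone; camera FDR 0.521). An effect of rIL-31 on melanocytes stays open and was not tested.
Mki67 was lower in rIL-31-treated skin in each library, by a log2 fold change of -0.92 (standard error 0.10). Fewer cycling cells in the sampled skin are argued against by the 48 cell cycle genes, whose median was -0.005 (SD 0.242 between genes). The Mki67 transcript is long, at 10061 bases, and across genes the fold change had a Spearman correlation of -0.225 with transcript length. After correction for GC content and length Mki67 was at -0.573 (standard error 0.117, FDR 0.00943), between the bounds of -0.4 and -0.6 set before the corrected value was seen. That fit left out library depth and moved the median of all tested genes from 0.008 to 0.098, so -0.573 lies too high for these bounds. A part of the fall may come from the GC and length trend, but this test cannot decide how much, and the explanations cannot be told apart. A biological explanation was not tested.
Immediate early genes were higher in rIL-31-treated skin, with 24 of 31 past the threshold and a median of 0.78; 7 of them are genes the study named. After correction for GC content and length the median was 0.775, against 0.098 over all tested genes, which argues against that trend as the cause. Handling or delay at tissue collection might also raise these genes and would raise heat shock genes with them. Of 10 heat shock genes 4 rose, Dnajb1 at 0.88, Hspb1 at 0.70, Hspa1a at 0.58 and Hspa1b at 0.50, and the median was 0.365, between the bounds of 0.25 and 0.5 set before the heat shock values were seen (7 higher when adjusted over the list alone; 6 higher and a median of 0.373 after the correction), so handling cannot be told apart from a response to rIL-31, which was not tested separately; Hspa1a and Hspa1b are near-identical and each missed the threshold without any one library other than rIL-31 replicate 3.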
